A study of Mus musculus with 16 samples.

How the data were processed

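ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, had been carried out on 16 libraries from 8 mouse clones. Each clone was a line of granulocyte-monocyte progenitors (GMP) held in the progenitor state by ER-HoxB8, a fusion of the oestrogen receptor and HoxB8 that acts in the presence of estradiol. Each clone was assayed once as GMP, in 0.5 µM estradiol, and once as neutrophil (PMN), 4 days after estradiol had been washed out, per the labels. The clones carry the numbers 1, 2, 3, 4, 7, 10, 12 and 13, and the same number in both states names one clone.

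Per the labels' protocols, tagmented DNA was amplified over 18 PCR cycles and sequenced as paired-end reads of 50 bp on an Illumina HiSeq instrument, with about 15 to 20 M reads per library. Reads were mapped to mm9 with BWA, per the labels, and fragments with both ends mapped unambiguously and longer than 100 bp were kept. The lower limit on length removes fragments that lie wholly within short stretches of open DNA, so the lists describe longer fragments only. Whether read ends were shifted for the transposase footprint, and whether duplicates were removed, is not given in the sources used here. The deposited lists name the hotspot caller in its two-pass form at a false discovery rate of 0.05. The caller's version is not given in the sources used here.

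One list of hotspots had been deposited for each of the 16 libraries, with no pooling of libraries stated. Each list has 4 columns, namely the chromosome, the start, the end and a score. The score of each hotspot is the authors' own value from the deposited lists, with no stated scale, and lies between 4.79 and 1367. It was used only to rank and filter hotspots within a list. Hotspots lie on 20 chromosomes (1 to 19 and X), do not overlap within a list, and are 10 to 5491 bp long. The exact read depth of each library is unknown, because the lists hold no read counts, so neither counting intervals nor detection limits could be given. The number of hotspots in each list stands in for depth, and a region without a hotspot was treated as not called, not as closed.

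The reference was the NCBIM37 assembly, the build also named mm9, with the GENCODE mouse M1 annotation. In all lists 0 hotspots ended beyond the end of a reference chromosome. Coordinates are 1-based. Overlapping or touching hotspots of the 16 lists were merged into regions, and a library was said to call a region where its list had a hotspot overlapping it by at least 1 bp. The similarity of a pair of lists was the Jaccard index, the base pairs covered by both lists divided by those covered by either. A hotspot counted as a promoter hotspot when it came within 1 kb of an annotated transcript start.

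Differences per library were tested with exact two-sided sign-flip permutation tests on the within-clone differences, over 256 sign patterns, with the clone as block. The smallest p these can give is 0.0078. Jaccard indices were compared by exchanging the states within clones, over 256 patterns, one-sided for the comparison within against between states and two-sided for PMN against GMP. The one-sided comparison can also give no p below 0.0078, since each pattern and its mirror give one value. Same-clone similarity was tested over all 40320 assignments of PMN libraries to clones, one-sided, and the Mantel test used the same 40320 relabellings. Single regions were tested with Fisher's exact test on the numbers of GMP and PMN libraries calling them, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, over regions called in 4 to 12 of the 16 libraries. Clone-variable regions were those called in 2 to 6 of the 8 GMP and in 2 to 6 of the 8 PMN libraries. Motif shares were compared between regions called higher in PMN and in GMP with Fisher's exact test, adjusted over 6 motifs, each searched on both strands. All these tests and thresholds, and the first group of alternatives below, were fixed before the data were examined.

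The pairing of libraries comes from the design text, which describes progenitor and neutrophil clones as pairs. As a check, the numbers of hotspots in the GMP and PMN lists of a clone correlated with Pearson's r = 0.567 over 8 clones (exact permutation p = 0.143). With each library's call rate and each region's mean removed, the calls of same-clone libraries correlated at 0.0558 on average over 7234 clone-variable regions, and those of different-clone libraries at -0.00798. The removal of region means ties the second value to the first, so it is not a separate measurement.

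Regions named in the text follow a rule fixed beforehand. They were the 5 per direction with the highest median score among the regions past the adjusted threshold that were called in 8 of 8 libraries of one state and in 0 of 8 of the other. The score of a region in a list was that of its best hotspot. Regions in the body or within 5 kb of 9 progenitor genes and 12 neutrophil genes chosen beforehand were also examined, and any chromosome share far from the others of its state was to be named. The progenitor genes were Kit, Cd34, Myb, Gata2, Meis1, Mpo, Elane, Prtn3 and Irf8. The neutrophil genes were Ltf, Camp, Ngp, Mmp8, Mmp9, S100a8, S100a9, Cxcr2, Ly6g, Csf3r, Cebpe and Itgam.

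The alternatives fixed beforehand were the tests without pairing, the higher-scoring 50% of each list, the same number of hotspots from every list (61223, the length of the shortest), autosomes only, other similarity measures, a 50% overlap, fixed bins of 500 bp, other limits for clone-variable regions, no filter on regions, a paired McNemar test, and leaving out each clone in turn. Further alternatives were added after the data had been seen. They were the correlation of calls with call rates and region means removed, the exclusion of chromosomes 1 and 17, motif searches in the central 200 bp, in regions also called from the higher-scoring lists, and within 5 groups of GC content by 5 of width, the adjustment of p-values within each setting over the 4 library measures or the 5 similarity tests (with the original p for a measure not computed there), and all alternatives for the promoter share and, except for the list subsets, the chromosome shares.

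The region test was tested on simulated data, in which calls for the 31143 tested regions were drawn with the observed call rates. With 200 regions changed at each of 3 sizes, 43% of those called at rates of 0.95 and 0.05 in the 2 states were recovered, 3% of those at 0.8 and 0.2, and 0% of those at 0.65 and 0.35, with 0 false calls. With 3000 regions changed at each size, the shares were 81.4%, 14.2% and 1.27%, with 6 false calls among 2910. The McNemar test called 0 regions in both. The tests of same-clone similarity were run on 40 simulated sets of lists in which clones had no effect, drawn in 2 ways. In the first, over the 31143 tested regions, each region had one call frequency in both states. In the second, adopted after the results of the first had been seen, each of the 200370 regions had its own frequency in each state. Differences in call rate between libraries were there taken from regions called in 2 to 6 of the 8 libraries of a state. The concordance test gave p under 0.05 in 8 and 7 of the 40 sets, the same-clone Jaccard test in 11 and 3, the Mantel test in 4 and 0, and the correlation with call rates and region means removed in 1 and 2. At this threshold 2 of 40 sets are expected by chance, so the concordance test gave too many small p-values in both kinds of set and the Jaccard test in the first kind. With a clone effect planted in each region, the concordance, Jaccard and correlation tests gave p under 0.05 in 40 of 40 sets and the Mantel test in 0. The planted effect was independent between clones and made no pair of clones more alike than another. The Mantel test thus had nothing to detect there, and its result does not measure its power.

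Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.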

Results

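Chromatin accessibility was profiled by ATAC-seq in 8 clones of mouse granulocyte-monocyte progenitors (GMP) from a C57Bl/6 mouse strain, conditionally immortalised with ER-HoxB8. Estradiol keeps this fusion protein in the nucleus and the cells in the progenitor state, and its removal lets them differentiate. Each clone contributed one GMP library and one library of the neutrophils (PMN) obtained 4 days after estradiol was washed out, which gave 8 libraries per state and 8 pairs. The series asks whether clones of progenitors differ from one another and whether such differences are set before differentiation. The values analysed were lists of accessible regions, called hotspots, one per library. The lists held no read counts, so the exact depth of each library was unknown beyond the 15 to 20 M reads stated per library.

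The GMP lists held between 61223 hotspots (clone 13) and 79069 (clone 10), and the PMN lists between 62717 (clone 4) and 81208 (clone 1). The mean number was 67964 ± 6239 (SD, n = 8) in GMP and 71618 ± 6198 (SD, n = 8) in PMN. PMN lists were longer in 6 of 8 clones, by 3654 ± 5788 hotspots (mean ± SD of the within-clone difference), which did not exceed the spread between clones (exact sign-flip permutation test, two-sided, p = 0.125, adjusted over 4 measures 0.167). Hotspots covered 18.9 ± 1.71 Mb in GMP and 19.5 ± 1.80 Mb in PMN (SD, n = 8, exact sign-flip permutation p = 0.352, adjusted 0.352). Among the alternatives the largest change to the covered length came from taking the same number of hotspots from every list, where the difference was -0.0392 Mb (exact permutation p = 0.859). The lengths of the GMP and PMN lists of a clone correlated with Pearson's r = 0.567 (exact permutation p = 0.143) and Spearman's rho = 0.548 (exact permutation p = 0.171) over 8 clones. Without clones 10 and 1, whose GMP lists lay farthest from the median, r was 0.355 (exact permutation p = 0.457, n = 6), so no relation was shown.

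The median width of a hotspot was 282.8 ± 4.77 bp in GMP and 277.1 ± 4.73 bp in PMN (SD, n = 8). The mean within-clone difference, PMN minus GMP, was -5.63 bp, and the PMN value was the higher one in 1 of 8 clones. The exact sign-flip permutation test gave p = 0.0391, which did not pass after adjustment over the 4 measures (0.0781). In the higher-scoring 50% of each list the difference was -6.5 bp and passed (exact permutation p = 0.0078, adjusted 0.0156), and with equal list lengths it was -1.13 bp (exact permutation p = 0.797). The share of hotspots within 1 kb of an annotated transcript start was 46.9% ± 2.37 in GMP and 44.2% ± 1.59 in PMN (SD, n = 8). It was lower in PMN in all 8 clones, with a mean difference of -2.65 percentage points and the smallest p that 8 pairs can give (exact sign-flip permutation test, two-sided, p = 0.0078, adjusted 0.0313). With the same number of hotspots from every list the difference was -1.07 percentage points and no longer passed (exact permutation p = 0.109), while in the higher-scoring 50% of each list it was -4.86 percentage points (exact permutation p = 0.0078). Without the pairing by clone the promoter share did not pass after adjustment (exact permutation p = 0.0208, adjusted 0.0758).

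**Figure D1:**
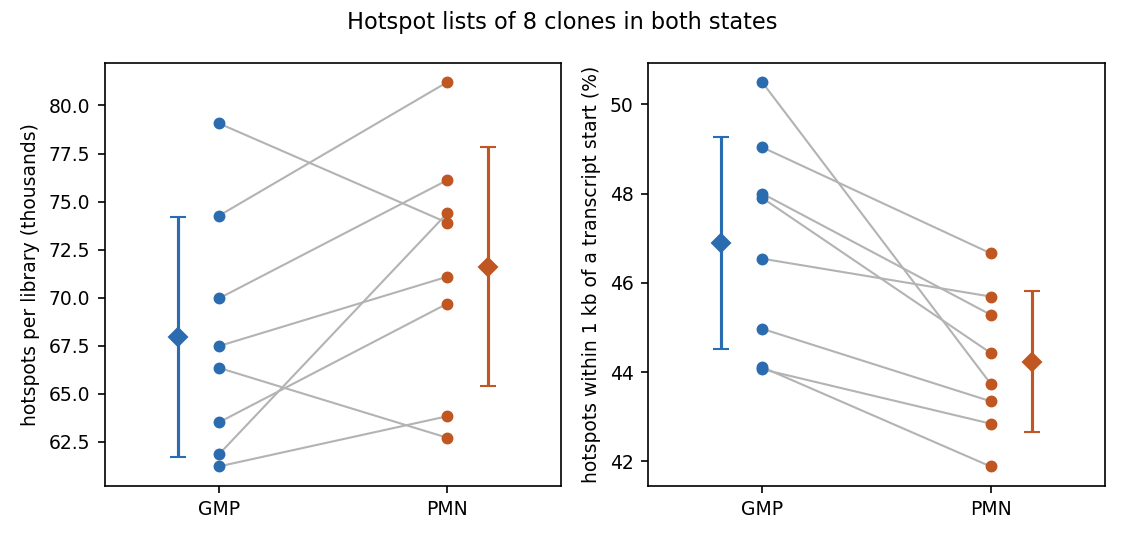
Number of hotspots per library in units of 1000 (left) and percentage of hotspots within 1 kb of a transcript start (right) in GMP and PMN, where circles are single libraries, lines join the libraries of a clone, and diamonds with bars are the mean and SD of 8 libraries. The number was higher in PMN in 6 of 8 clones and the promoter share lower in PMN in all 8, on vertical axes that do not start at 0.

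The first comparison addressed how far the states differ. Pairs of GMP lists from different clones had a mean base-pair Jaccard index of 0.505 ± 0.0138 (SD over 28 pairs), and pairs of PMN lists one of 0.477 ± 0.0239 (SD over 28 pairs). Between states, lists of different clones had a mean index of 0.379 ± 0.0124 (SD over 56 pairs). Indices within a state exceeded those between states by 0.112, and none of the exchanges of states within clones gave a larger difference (exact permutation test, one-sided, p = 0.0078, the smallest possible; adjusted over 5 similarity tests 0.013). Under all 12 alternatives run, this difference lay between 0.109 and 0.157. The largest came from the higher-scoring 50% of each list.

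PMN lists resembled one another less than GMP lists did, with a difference in the mean Jaccard index of -0.0283 (exact permutation test, two-sided, p = 0.0156, adjusted 0.0156). This difference was not significant when the same number of hotspots was taken from every list (-0.0091, exact permutation p = 0.484), nor in the higher-scoring 50% of each list (-0.00921, exact permutation p = 0.258). Between 15.9% (clone 2) and 27.0% (clone 13) of the regions called by a PMN library were called by no other library, against 11.3% (clone 2) to 19.6% (clone 4) in GMP. Over all 200370 merged regions described below, the difference in the Jaccard index of called regions was -0.0546. In 40 simulated sets of the same regions, with call frequencies set per state and no effect of the clone, it averaged -0.0514 (range -0.0527 to -0.0500). Each region kept its observed frequency in each state, so a value near the observed one was built in. These sets therefore cannot tell whether clones differ more from one another as PMN. A further 40 sets, with one frequency for both states, covered only the 31143 regions tested between states and gave -0.0291, which has no observed counterpart over those regions here.

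Merging the 16 lists gave 200370 regions with a median width of 239 bp. Of these, 126373 (63.1%) were called in 1 library and 13906 (6.94%) in all 16. All 8 GMP lists called 20066 regions and all 8 PMN lists called 19568, and both numbers include the regions called in all 16. The 31143 regions called in 4 to 12 of the 16 libraries, with a median width of 456 bp, were tested between states.

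Fisher's exact test with Benjamini-Hochberg adjustment called 10266 of these 31143 regions (33.0%), of which 4756 were called by more PMN and 5510 by more GMP libraries. The share of calls higher in PMN was thus 46.3%. It was 56.5% (4612 higher in PMN and 3553 higher in GMP) when only the higher-scoring 50% of each list was used, so the balance between the directions depended on the score threshold. In that setting 1940 of the 4756 regions higher in PMN and 1613 of the 5510 higher in GMP overlapped a region called again in the same direction, and 0 overlapped one called in the opposite direction. With the same number of hotspots from every list 4080 and 4824 were called again. In the strictest form, 1387 regions were called in 8 of 8 PMN and 0 of 8 GMP libraries, and 1515 in 8 of 8 GMP and 0 of 8 PMN libraries. A paired McNemar test with the clone as replicate block called 0 regions after adjustment and 10192 at an unadjusted p under 0.05, where the Fisher test gave 14902. With 8 pairs no McNemar p can lie below 0.0078, and the same test called 0 regions in simulated data that held changed regions.

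**Figure D2:**
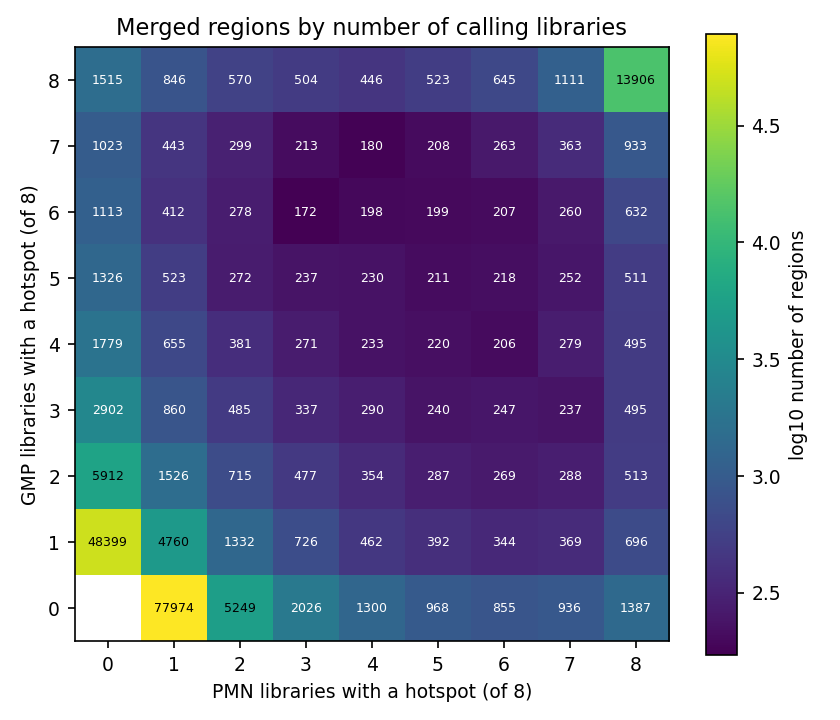
Number of merged regions by the number of PMN libraries (horizontal axis, 0 to 8) and GMP libraries (vertical axis, 0 to 8) that had a hotspot there; colour gives the number on a log10 scale. Regions called by all 16 libraries (13906) fill the upper right corner, and the corners with 1515 and 1387 regions hold those called in every library of only GMP or only PMN.

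Regions higher in PMN had a median width of 507 bp and a median GC content of 46.1%, and 380 of them (7.99%) lay within 1 kb of a transcript start. Regions higher in GMP had a median width of 524 bp and a median GC content of 50.6%, and 826 (15.0%) lay within 1 kb of a transcript start. Among tested regions that were not called the values were 428 bp, 49.8% and 14.7%.

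All regions named here were called in 8 of 8 libraries of one state and in 0 of 8 of the other, which gives the smallest p possible with these numbers (Fisher's exact test p = 0.000155, adjusted 0.00167). Coordinates are on mm9, and the scores are the authors' values. Each of the 10 regions was also called in the same direction under the 3 alternatives examined for it. They were picked for high scores, so the alternatives that keep higher-scoring hotspots could hardly fail to call them. The regions with the highest median scores over the 8 PMN lists were as follows. The first lay on chromosome 13 from 88598998 to 88599962, in intergenic sequence 18229 bp from the start of Gm8526, with a median score of 135.5 (range 116.6 to 182.0). The second lay on chromosome 6 from 52810867 to 52811851, in an intron of Jazf1, with a median score of 130.4 (range 94.1 to 149.8). A region on chromosome 3 from 90498731 to 90500333 overlapped the transcript start and a coding exon of S100a9 and had a median score of 125.9 (range 108.3 to 170.9). A region in an intron of Hdac9, on chromosome 12 from 35063227 to 35063991, had a median score of 119.1 (range 87.3 to 136.0). The last was intergenic, on chromosome 9 from 110317476 to 110318470, 3784 bp from the start of Ngp, with a median score of 115.5 (range 102.2 to 146.8).

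Of the 5 leading regions higher in GMP, 4 were intergenic. The highest median score over the 8 GMP lists, 137.3 (range 91.0 to 147.1), belonged to a region on chromosome 12 from 12503212 to 12504544, 234267 bp from the start of Fam49a. The next lay on chromosome 2 from 107795661 to 107796482, 664109 bp from the nearest protein-coding start, that of Kcna4, with a median score of 119.3 (range 42.7 to 142.0). A region in an intron of Lrrc38 on chromosome 4, from 142951285 to 142952439, had a median score of 114.5 (range 93.6 to 144.7). The remaining regions lay on chromosome 15 from 66339148 to 66340165, 6676 bp from the start of Lrrc6, with a median score of 110.3 (range 83.3 to 130.3), and on chromosome 4 from 87079068 to 87080529, 202687 bp from the start of Slc24a2, with a median score of 103.3 (range 54.0 to 121.0).

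At the 21 genes chosen beforehand, 223 merged regions lay in the gene body or within 5 kb, of which 61 were tested. Of these, 32 passed the threshold adjusted over all regions tested, and 42 passed when adjusted over the list alone. At the 12 neutrophil genes 22 regions were called higher in PMN and 1 higher in GMP. At the 9 progenitor genes 2 were called higher in PMN and 8 higher in GMP, where a region near both Prtn3 and Elane counts at each. Ltf on chromosome 9 (110921796 to 110945270) had 5 regions higher in PMN, the most in this setting, with 1.75 ± 0.707 called regions per GMP library and 7.63 ± 2.07 per PMN library (SD, n = 8). The regions called higher in PMN at Ltf numbered 1 in the higher-scoring lists, 2 with a 50% overlap and 3 with equal list lengths, where Ngp had 3 in each. Ngp had 3 regions higher in PMN, with 0.125 ± 0.354 called regions per GMP library and 4.38 ± 1.19 per PMN library (SD, n = 8). S100a9, Mmp9 and Itgam also had 3 each, and Itgam held the single region higher in GMP. No region was called higher in either state at Mmp8, Ly6g and Cebpe among the neutrophil genes. The same held at Cd34, Mpo and Irf8 among the progenitor genes. This does not mean that hotspots were absent there. Cebpe had 3.13 called regions per GMP library and 3.25 per PMN library, of which 0 were tested between states. At Mmp8, Mpo and Irf8 a difference between states was called from the higher-scoring 50% of each list. Meis1, on chromosome 11 from 18780433 to 18918961, had 3 regions higher in GMP, with 9.25 ± 1.49 called regions per GMP library and 5.25 ± 0.707 per PMN library (SD, n = 8). Kit and Csf3r had 1 region each higher in PMN. At Kit no region was called higher in either state from the higher-scoring lists or with a 50% overlap. The same held at Csf3r in these settings and with equal list lengths. Elane had 1 region in each direction.

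Motifs of 6 transcription factor families were compared between the 4756 regions higher in PMN and the 5510 higher in GMP. Matches to the C/EBP motif were present in 57.6% of regions higher in PMN and 35.7% of those higher in GMP, with a log2 odds ratio of 1.29 (Fisher's exact test, adjusted p = 5.51e-109). The PU.1 motif was present in 38.7% and 33.9% (log2 odds ratio 0.30, Fisher's exact test, adjusted p = 5.38e-07). The RUNX motif was less frequent in regions higher in PMN, 15.9% against 31.3% (log2 odds ratio -1.27, Fisher's exact test, adjusted p = 1.78e-75), and so was the GATA motif, 21.9% against 30.4% (log2 odds ratio -0.64, adjusted p = 2.87e-22). In tested regions that were not called, the shares were 36.4% for C/EBP, 33.7% for PU.1, 17.7% for RUNX and 18.0% for GATA. These regions were narrower (median 428 bp, against 507 bp higher in PMN and 524 bp higher in GMP), so their shares are not directly comparable. The AP-1 motif, 16.4% against 17.6%, and the HOX/MEIS motifs, 40.3% against 42.1%, did not differ past the threshold (Fisher's exact test, adjusted p = 0.121 and 0.0923, log2 odds ratios -0.12 and -0.10). In the central 200 bp, an equal width, shares are given for regions higher in PMN, higher in GMP and not called, in that order. They were 36.4%, 15.2% and 21.1% for C/EBP and 23.2%, 18.3% and 21.4% for PU.1. For RUNX they were 7.46%, 19.6% and 10.6%, and for GATA 6.73%, 16.0% and 8.04%. Since GC content and width differed between the directions, the odds ratios for whole regions were also computed within groups of both. The log2 odds ratio of C/EBP was then 0.76 and that of RUNX -1.75, both past the threshold. AP-1 passed as well, with a log2 odds ratio of -0.25, and its log2 odds ratio was 0.029, in the other direction, among regions also called from the higher-scoring lists. Regions are not independent replicates, and these p-values describe the sets of regions called here.

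The next comparison asked whether the GMP and PMN lists of one clone resembled each other more than lists of different clones. The mean Jaccard index between states was 0.385 ± 0.0146 (SD, n = 8) for the same clone and 0.379 for different clones. The excess of 0.0056 was small next to the spread between pairs, but few assignments of PMN libraries to clones gave one as large (exact permutation test, one-sided, p = 0.000198, adjusted 0.000992). After removal of row and column means, 7 of 8 clones had a same-clone excess above 0, clone 3 being the exception. The PMN list of the same clone was the most similar of the 8 PMN lists for 2 of 8 GMP lists. Over 7234 clone-variable regions, the GMP and PMN libraries of one clone made equal calls in 54.9% of regions and those of different clones in 50.5%, an excess of 4.43 percentage points (exact permutation test, one-sided, p = 0.000645, adjusted 0.00161). The largest value among the alternatives was 9.60 percentage points, from the higher-scoring 50% of each list. The smallest was 2.40 percentage points, from regions called in 1 to 7 of the 8 libraries of each state.

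Both statistics lay above 0 in simulated lists that had library call rates taken from the data and no clone effect. One kind of simulation drew the 31143 tested regions with one call frequency for both states, and the other drew all 200370 regions with a frequency for each state. The concordance test gave p under 0.05 in 8 and 7 of 40 such sets, in that order, and the Jaccard test in 11 and 3, where 2 are expected. The mean concordance excess was 0.711 and 1.55 percentage points, with a highest value of 2.00, below the 4.43 observed. For the Jaccard index of called regions over all 200370 regions, the observed excess was 0.00561, above the simulated range of 0.0025 to 0.00342 for the same regions. Over the 31143 regions of the other simulation, for which no observed value was computed, the range was 0.00185 to 0.00565. A measure chosen after these values had been seen, the correlation of calls with each library's call rate and each region's mean removed, averaged -0.000601 and -0.000284 in the simulations. In the data it was 0.0558 for same-clone pairs and -0.00798 for different-clone pairs, an excess of 0.0638 with the smallest p possible (exact permutation test, one-sided, p = 2.48e-05). The negative different-clone mean follows from the removal of region means once the same-clone mean is positive. It is not a separate observation. The PMN library of the same clone had the highest correlation of the 8 PMN libraries for 8 of 8 GMP libraries, and the GMP library of the same clone the highest of the 8 GMP libraries for 7 of 8 PMN libraries. The exception was clone 3, whose PMN library correlated at 0.0124 with its own GMP library and at 0.0301 with that of clone 1.

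**Figure D3:**
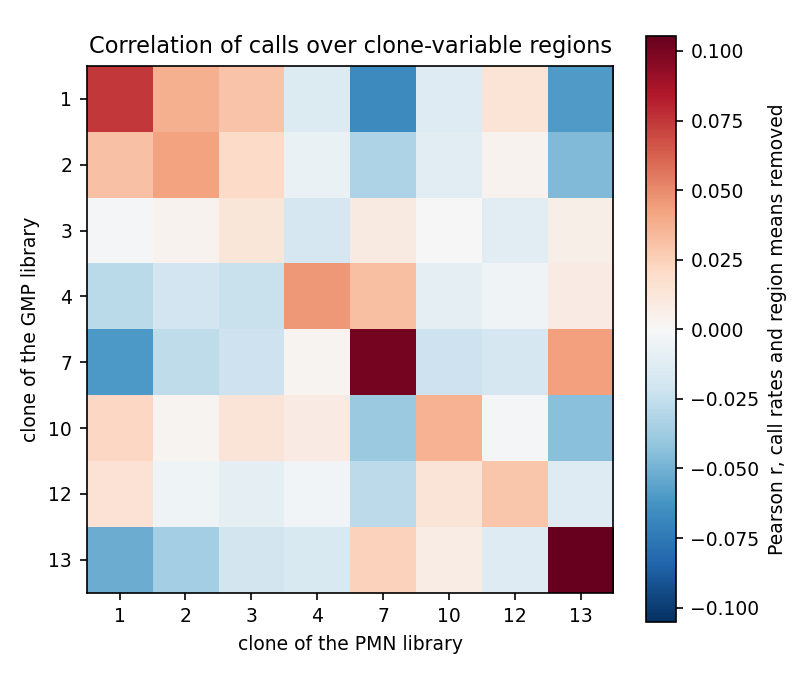
Pearson correlation of hotspot calls between each GMP library (rows) and each PMN library (columns) over 7234 clone-variable regions, with call rates and region means removed. Same-clone pairs lie on the diagonal, from 0.0124 for clone 3 to 0.105 for clone 13.

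A further test asked whether clones that were alike as GMP were alike as PMN. Over the 28 pairs of clones, the Jaccard indices within GMP and within PMN correlated with r = 0.601 (Mantel test, exact permutation of 8 clones, one-sided, p = 0.012, adjusted 0.015). The simulated lists hold calls per region, so they compare with the Jaccard index of called regions, for which the observed r was 0.455 over all 200370 regions (exact permutation p = 0.0914). Sets of the same regions without a clone effect gave a mean r of 0.415 (range 0.368 to 0.474), and the observed value lay within that range. Sets of the 31143 tested regions gave 0.567 (range 0.514 to 0.636). The correlation also did not pass in the higher-scoring 50% of each list (r = 0.317, exact permutation p = 0.105) or with the phi coefficient (0.472, exact permutation p = 0.100).

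The share of covered base pairs on each chromosome was compared between states. Of 20 chromosomes, 8 passed the adjusted threshold, 5 with a larger share in PMN (1, 10, 12, 13 and 19) and 3 with a larger share in GMP (4, 5 and 8). The largest differences were on chromosome 1, with 6.19% ± 0.336 in GMP and 6.68% ± 0.429 in PMN (SD, n = 8), and on chromosome 5, with 6.82% ± 0.109 and 6.36% ± 0.0703 (exact sign-flip permutation tests, each p = 0.0078, adjusted 0.026). Leaving out clone 1, 3, 4 or 10 gave 0 chromosomes past the threshold, and leaving out clone 2, 7, 12 or 13 gave 7 or 8. With 7 clones no p lies below 0.0156, and at least 7 of the 20 chromosomes must reach that value for any to pass, so these counts do not measure stability. The shares are parts of a whole and are not independent of each other.

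Chromosome 17 differed between clones more than between states. In GMP it held 6.50% of the covered base pairs in clone 7 and 6.81% in clone 13, and 5.05% to 5.11% in the other 6 clones. In PMN it held 6.62% in clone 7 and 6.69% in clone 13, and 4.55% to 4.76% in the others. Its difference between states, with a mean share of 5.47% ± 0.734 in GMP and 5.17% ± 0.920 in PMN (SD, n = 8), did not pass the adjusted threshold (exact sign-flip permutation p = 0.0234, adjusted 0.0521). Chromosome 17 was not covered by the rule for naming chromosomes and was named after its values had been seen. The chromosome named by that rule was X, which held 2.01% of the covered base pairs in the PMN library of clone 7 and 2.08% to 2.12% in the other PMN libraries.

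**Figure D4:**
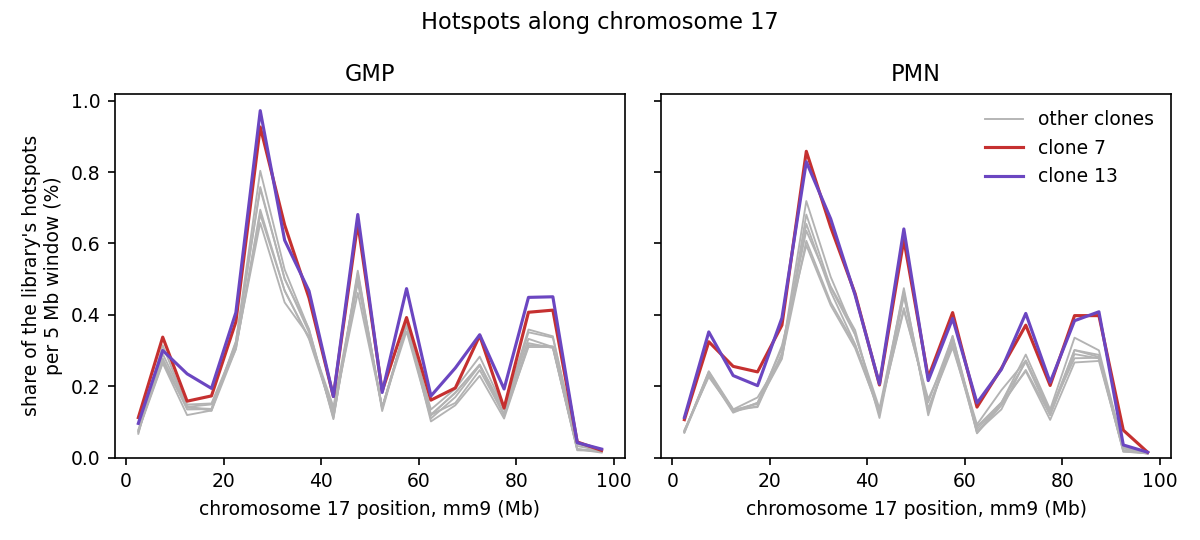
Share of each library's hotspots, in percent, in successive 5 Mb windows of chromosome 17 (mm9 position in Mb) for GMP (left) and PMN (right) libraries. Lines for clones 7 and 13 are coloured and those of the other 6 clones are grey; all 4 libraries of clones 7 and 13 lay above every other library in 17 of 20 windows.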

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

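Both tests on the hotspot width of clone 4 and that of chromosome X copy number were chosen only after the results had been seen. In each state, 26 measures were examined for a single library far from the other 7, which made 52 examinations. A gap that large was met by 2 of them, where about 2.6 are expected by chance alone, so neither pattern can be separated from chance on this ground.

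The GMP library of clone 4 had a median hotspot width of 272 bp, against 283 to 289 bp in the other GMP libraries, and its gap to the nearest of them made up 0.647 of the whole range. The GMP lists next to it in length, those of clones 2 and 7 (63515 and 67483 hotspots, against 66352), had median widths of 283 and 284 bp. Its difference to the lower of these was -11 bp, where the other 7 GMP libraries had an SD of 2.14 bp. The list of clone 1, with a lower lowest score (4.79 against 4.86), had 283 bp. This argues against list length or the score threshold as the whole cause. An earlier test, with lists of equal length, was set aside after its result had been seen. It leaves the shortest list as it is and raises the median width of longer ones, by 12 bp for clone 4, 11 bp for clone 7 and 26 bp for clone 10. Clone 4 (284 bp) was then no longer the lowest, since clone 13, the shortest list, had 283 bp. Clones 2 and 7, next to clone 4 in length, had 288 and 295 bp. Whether the low width is a property of clone 4 carried in both states cannot be told apart from a property of this library. The PMN library of clone 4 ranked 2 from the lowest of 8, tied with that of clone 7 at 274 bp, which decides neither way. Differences in fragment length or signal between libraries were not tested.

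The PMN library of clone 7 had 2.01% of its covered base pairs on chromosome X, against 2.08% to 2.12% in the other PMN libraries, and its gap made up 0.602 of the range. The same library had a raised share on chromosome 17, which lowers the share of each other chromosome. With chromosome 17 left out, its chromosome X share was 2.15%, still the lowest of the PMN libraries, but the gap was 0.338 of the range and no longer large. The larger chromosome 17 share may therefore account for part of the low value. A lower copy number of chromosome X in clone 7 would lower the share in both of its libraries. The GMP library of clone 7 had 2.10% on chromosome X, the value ranked 3 from the highest of 8 and 0.052 percentage points above the lowest. By the share alone, this argues against that explanation for the clone as a whole. The mean score rank of chromosome X regions goes the other way. For clone 7 it was the lowest in GMP (47.1, others 47.2 to 48.6) and low in PMN (43.2, others 43.1 to 46.6). A lower copy number is therefore not excluded. A loss arising during differentiation, and a difference in accessibility of chromosome X in these neutrophils, were not tested. An earlier test on score ranks across both states was set aside, because every GMP library ranked above every PMN library and its outcome was fixed.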

How the results depend on the processing

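The alternatives for the promoter share, the motif alternatives, those leaving out chromosomes 1 and 17, the correlation with call rates removed, those for named regions and preset genes, and the unpaired and leave-one-out settings of the chromosome shares were chosen only after the data had been seen. So was the adjustment of p-values within each setting. Clones are left out with both of their libraries, and p-values are unadjusted unless stated.

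The higher Jaccard index within than between states kept its direction and its side of the threshold in 12 of 12 alternatives (0.109 to 0.157). The same-clone excess of the Jaccard index did so in 15 of 15. This excess lay between 0.00411 and 0.00709 for Jaccard indices and was 0.00814 with the phi coefficient in their place. The same-clone concordance did so in 18 of 18. The number of hotspots (11 alternatives) and the correlation of list lengths (9) were past the threshold in none. The motif results for C/EBP, PU.1, RUNX, GATA and HOX/MEIS kept direction and call in 3 of 3 each. All 10 named regions were called in the same direction in 3 of 3 settings. They were picked for high scores, so the settings that keep higher-scoring hotspots could hardly fail to call them. This result says nothing about the other called regions. At the preset genes, the balance of regions higher in PMN and in GMP kept its direction, or stayed at 0, in 49 of 63 comparisons, fell to 0 in 8, left 0 in 6 and reversed in 0. Without the clone as replicate block, the promoter share no longer passed after adjustment over the 4 library measures (0.0758, paired 0.0313), and no other adjusted call among them changed. In that setting 7 chromosomes instead of 8 passed. Chromosomes 1 and 12 dropped out (unpaired exact permutation p = 0.0247 and 0.0418, before adjustment), and chromosome 15 entered (0.00653).

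With the same number of hotspots from every list, 4 results changed. The covered length reversed to -0.0392 Mb (exact permutation p = 0.859), the median width moved to -1.13 bp (0.797, against -6.5 in the higher-scoring 50% of each list, where it passed with an adjusted p of 0.0156), the promoter share to -1.07 percentage points (0.109, against -4.86 in the higher-scoring 50% of each list, where it passed) and the Jaccard index within PMN minus within GMP to -0.0091 (0.484). In the higher-scoring 50% of each list, the difference between PMN and GMP in the Jaccard index was -0.00921 (exact permutation p = 0.258), the correlation of clone-to-clone similarity was 0.317 (0.105), and 3553 regions were called higher in GMP, with 13118 regions tested instead of 31143. That correlation was also no longer past the threshold with the Jaccard index of called regions (0.455) or the phi coefficient (0.472). The cause of these changes was not tested.

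For the paired analysis of regions, the McNemar test with the clone as replicate block called 0 regions, 0 higher in PMN and 0 higher in GMP. With 8 pairs it can give no p below 0.0078. It gave 10192 regions at an unadjusted p under 0.05, and the Fisher test 14902. Requiring 8 of 8 against 0 of 8 libraries gave 2902 regions (1387 higher in PMN and 1515 higher in GMP). Testing all 200370 regions gave 6403 (3019 and 3384), where more tests made the adjustment stricter. Fixed bins of 500 bp gave 6380 (3108 and 3272), and the cause of that change was not tested. For AP-1 the log2 odds ratio reversed to 0.029 among regions also called from the higher-scoring lists and passed the threshold, at -0.25, within groups of GC content and width, and the cause was not tested.

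Leaving out 1 clone gave 7206 to 12088 called regions. The highest came without clone 13, and the other 7 gave at most 7583. With 7 against 7 libraries Fisher p-values take few values, so the adjusted threshold admits or excludes a whole step of regions at once. The difference in median width ranged from -6.71 to -4.29 bp, with an exact permutation p of 0.0781 without clone 1, 3, 7, 10 or 13. Without clone 4 it was -6.71 bp and passed also after adjustment (exact permutation p = 0.0156, adjusted 0.0313), which the difference over all 8 clones did not (0.0781). The number of chromosomes past the threshold ranged from 0 to 8. It was 0 without clone 1, 3, 4 or 10 and 7 or 8 without clone 2, 7, 12 or 13. With 7 clones the smallest p is 0.0156, and at least 7 chromosomes must reach it for any to pass; 6 did in the first 4 cases and 7 or 8 in the others. These counts follow from the design and say nothing about stability. For the same reason the adjusted p of the promoter share was 0.0625 whenever a clone other than 4 was left out, and 0.0313 without clone 4.

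The alternative of using every sequence name was not run, as the lists hold no others. The exact depth of the libraries is unknown, so a missing hotspot can be a closed region or a shallow library, and list length stands in for depth only roughly.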

Other observations

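The tests of call rates and of a shared axis, the added comparison of same-clone with consecutive libraries, the analyses by chromosome and of regions called or missed in single clones, the tests of few regions and of a common ancestor for chromosome 17, and both tests on clone 13 were chosen only after the results had been seen.

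The GMP and PMN libraries of one clone shared more calls than libraries of different clones. With call rates and region means removed, the excess in the correlation over 7234 regions was 0.0638 (exact permutation p = 2.48e-05, the smallest possible), and 8 of 8 same-clone values lay above the mean of the different-clone pairs. This argues against similar list lengths and call rates as the whole cause. With the first component of each state removed the excess was 0.0412, and with 2 components removed 0.0295 (exact permutation p = 4.96e-05), which argues against a single axis of library quality. With calls centred within 5 Mb windows it was 0.0635, which argues against copy number of chromosomes or large segments. Without chromosome 17 it was 0.0603 and without chromosomes 1 and 17 it was 0.0597. Computed per chromosome it was above 0 on 20 of 20 (0.0281 to 0.110), with an exact permutation p under 0.05, not adjusted, on 16.

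The GMP and PMN libraries of a clone carry consecutive numbers, so carry-over between neighbouring libraries could also raise the same-clone values. The comparison fixed beforehand set 7 consecutive pairs of different clones against the 49 other different-clone pairs. The difference was 0.00507 (exact permutation p = 0.317), which by itself shows neither presence nor absence of carry-over. In the added comparison, consecutive pairs of different clones had a mean correlation of -0.00354 ± 0.0234 (SD, n = 7) and same-clone pairs one of 0.0558 ± 0.0338 (SD, n = 8, unpaired permutation p = 0.00155). This test exchanged single correlations as if they were independent. They share the same libraries, so its p is only a rough guide. The means argue against carry-over acting alike on all consecutive libraries as the whole cause, while uneven carry-over stays open. So does a preparation batch shared by the libraries of a clone, which is not given in the sources used here. Small copy-number changes and sequence differences between clones were not tested. A state of the clone that persists through differentiation, as the design asks, remains a hypothesis beside these.

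The sharing also appeared in regions where a single clone stood apart in each state. Of 4760 regions called in exactly 1 GMP and 1 PMN library, 686 belonged to the same clone, against 606 expected from the numbers per library (ratio 1.13, exact permutation p = 0.0408, above expectation in 5 of 8 clones). Of 363 regions missed by exactly 1 GMP and 1 PMN library, 115 were missed by the same clone, against 67.1 expected (ratio 1.71, exact permutation p = 0.00295, 6 of 8 clones). No explanation of these counts was tested, and neither p was adjusted.

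Chromosome 17 held a larger share of the covered base pairs in both libraries of clones 7 and 13 (6.50% to 6.81%) than in the other 12 libraries (4.55% to 5.11%). These clones were picked out by this value, so no p-value is given. With lists of equal length the lowest of the 4 libraries still lay 1.03 percentage points above the highest of the other 12, which argues against list length. In 20 of 20 windows of 5 Mb (100%) all 4 libraries lay above the median of the other 12, and in 17 above all of them, which argues against a few opened regions. Among 724 regions of chromosome 17 called in all 16 libraries, the mean score rank within a list was 54.1 to 56.4 percentile points in the 4 libraries and 47.0 to 49.8 in the others, a gap of 4.35. A gain of a copy of chromosome 17 in these clones is a candidate explanation, and no other measure of copy number was used here. If both clones came from one ancestor cell after immortalisation, they might also resemble each other elsewhere. Outside chromosome 17 the pair ranked 2 of 28 by correlation between states, behind clones 1 and 2, and ranked 6 within GMP and 1 within PMN. The top rank had been expected under common ancestry, and a rank of 2 was judged, once seen, to decide neither way, so common ancestry and independent gains cannot be told apart.

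The PMN library of clone 13 resembled the other PMN libraries least, with a mean Jaccard index of 0.449 against 0.468 to 0.499. State-specific regions were defined from the other 7 clones, as called in 7 of 7 libraries of one state and 0 of 7 of the other. This definition replaced one at the adjusted threshold, under which clone 13 was compared over more regions than the other clones. The difference became smaller but remained, with 2009 PMN-specific regions for clone 13 (1462 to 1604 for the others) and 1926 GMP-specific regions (1656 to 1884). The library called 75.2% of the regions specific to PMN, where the other held-out PMN libraries called 91.1% to 98.6%. It called 5.76% of those specific to GMP, within the 4.20% to 9.20% of the others. Under the first definition the values were 63.6% (85.3% to 96.7%) and 9.01% (4.90% to 12.4%). A culture that still held progenitor regions would have called more of the GMP-specific regions, so this argues against incomplete differentiation of that kind, while neutrophil regions that failed to open stay open as an explanation. With lists of equal length its mean Jaccard index with the other PMN lists was 0.484, still the lowest (0.506 to 0.552 in the others), a difference of -0.0222 to the nearest. The shorter PMN list of clone 4 (62717 against 63834 hotspots) called 93.5% of the PMN-specific regions. This argues against lower sensitivity of a short list, while lower signal in the library for another reason stays open. The GMP library of clone 13 also called the fewest of the GMP-specific regions, 84.2% against 87.7% to 97.3%.

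Chance can be excluded as the source of the regions called between states. Among 100 splits of the 16 libraries into 8 and 8, only the real split (1 of 100) gave as many as its 10266 regions, and the highest of the other splits gave 0. Among 100 splits that placed the libraries of every clone on opposite sides, again 1 of 100 did, the real one. The highest other split, which exchanged only the libraries of clone 13, gave 1118, and no other split of this kind among the 99 gave any.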
